A study of Haloferax volcanii with 9 samples.

How the data were processed

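RNA-seq libraries were made from total RNA of 9 cultures of Haloferax volcanii strain H1424, a salt-loving archaeon used as a laboratory host. The cultures carried the plasmid pTA1228 either empty or with a lanthipeptide biosynthetic gene cluster named cib2 or pel, with 3 cultures of each kind. Per the labels' protocols, cultures were shaken at 45 °C and harvested after 20 h, and RNA extraction and library construction used commercial kits. Whether ribosomal RNA was removed is not given in the sources used here.

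The authors deposited 1 table of read counts per gene, with 1 column per library and no pooling of replicates. Its values are whole numbers whose sums differ between libraries, and no scaling had been applied to the deposited counts. The aligner, the counting program, the genome build, the treatment of strand and of reads that map to several places, and any filter are not given in the sources used here. Genes that overlap a neighbour or have a near-identical copy could therefore share or lose reads without this being visible. Each of the 9 columns was assigned to its culture because its header equals that culture's description in the labels, and 0 columns were left over.

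The table has 3707 rows, each a locus tag beginning with G3A49_RS. The table of gene names used here, made from the assembly ASM2568v1 with 4078 genes, uses other tags, and 0 of the 3707 identifiers matched it. Rows were therefore left unnamed. The 3 gene sets planned for the motility question (archaellum, chemotaxis and type IV pilus genes), the plasmid markers and the cluster genes were not analysed here. No coordinates, GC content or gene lengths were used.

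Rows were kept where edgeR's filterByExpr found enough counts (minimum count 10, minimum total 15), which left 3225 genes and removed 482 rows. The removed rows held at most 0.00666% of any library's counts. Library sizes were scaled by TMM. Differences were tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3, robust estimation) on the deposited counts. A model with 1 mean per group was fitted to all 9 libraries, so that the spread rested on 6 residual degrees of freedom. The 3 comparisons were cib2 against control, pel against control and pel against cib2. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p under 0.05 were counted, with and without the further condition of a fitted change of at least 2-fold. Standard errors are the fitted log2 change divided by the square root of its F value. CPM values were computed with edgeR from the TMM-scaled library sizes. Log2 CPM values used a prior count of 2.

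Named genes were chosen by rule. In each comparison with the control, genes were ranked by fitted change among those past the threshold, with 3 libraries of one group all above or all below the 3 of the other, and with a mean of at least 20 CPM in the higher group. The rule allows 5 genes per direction, and 3 per direction in pel against cib2. Because the identifiers carry no names, only the first 2 genes in each direction of pel against control are printed. No gene of cib2 against control met the rule, and the genes of pel against cib2 are summarised.

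The test was checked on simulated counts drawn from the real gene means, library sizes and dispersions, with 200 genes changed 2-fold or 4-fold. For cib2 against control, with 3219 genes tested, 100% of the 4-fold and 53% of the 2-fold changes were recovered, and 10 of 163 calls were false. For pel against control, with 3215 genes tested, these shares were 98% and 51.5%, with 8 false calls among 157. For pel against cib2, with 3217 genes tested, they were 97% and 52%, with 8 false calls among 157. The simulated genes varied independently of each other, which the real ones did not. Each took the dispersion of the trend at its abundance, not a value of its own.

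Alternatives fixed before the data were examined were DESeq2's size factors within edgeR, upper-quartile scaling, no filter on low counts, a filter of at least 10 CPM in 3 libraries, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), a fit to only the groups compared, the replicate number as a block, removal of the 10 most abundant rows, and leaving out each library in turn. Rows of ribosomal RNA were to be removed as well, which was not done because rows carry no gene type. A fit with 1 surrogate variable (sva 3.50.0) and limma-voom with library quality weights were added after the data had been seen. The place of the cib2 mean between those of control and pel was also counted only then. Intervals on shares of counts are exact 95% binomial intervals. These intervals and the limits set by a count of 0 (3 counts) cover counting error only, since reads are not independent molecules.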

Results

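Transcript levels were measured by RNA-seq in Haloferax volcanii H1424 cultures that carried an empty expression plasmid (control) or the same plasmid with the lanthipeptide gene cluster cib2 or pel. Lanthipeptides are peptides made on the ribosome and then closed into rings by dedicated enzymes. According to the series description, the cultures were collected to study what the clusters do in an assay of motility activation. Each group had 3 cultures, all harvested after 20 h. The libraries held between 7710783 counts (pel replicate 1) and 11803276 counts (pel replicate 3), and 82453528 counts in all. Between 3300 and 3325 of the 3707 genes had at least 1 count in a library, and the median count per gene ranged from 223 to 434. The most abundant row took 6.12% of the counts in pel replicate 3 (exact 95% interval 6.11% to 6.14%) and 9.12% in control replicate 3 (9.10% to 9.13%). The 10 most abundant rows together took 21.4% to 25.7% of a library. TMM factors lay between 0.832 (pel replicate 1) and 1.06 (cib2 replicate 1).

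Replicates did not lie closer together than libraries of different groups in every case. Pearson's r of log2 CPM across the 3225 tested genes was 0.958 to 0.992 within groups (9 pairs, median 0.972) and 0.949 to 0.986 between groups (27 pairs, median 0.965). These are correlations across genes, which are not independent replicates. The closest pair, control replicates 1 and 2, differed by a chi-square of 11.8 per degree of freedom, above the value of 1 that counting noise alone gives. No pair was thus identical within counting noise, and the 9 libraries were treated as separate samples, as the labels list them. The first principal component held 36.8% of the variance and the second 28.5%. On the second component control replicate 3 and cib2 replicate 2 lay together, apart from the other libraries of their groups. They departed from their groups on the first component as well. Control replicate 3 scored 4.21 there, against -19.5 and -22.0 for control replicates 1 and 2. Cib2 replicate 2 scored 15.7, against -11.9 and -9.56 for cib2 replicates 1 and 3. The pel libraries scored 6.07 to 18.8. The labels give no batch, so no comparison could be repeated within one. The common biological coefficient of variation was 25.9%.

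**Figure D1:**
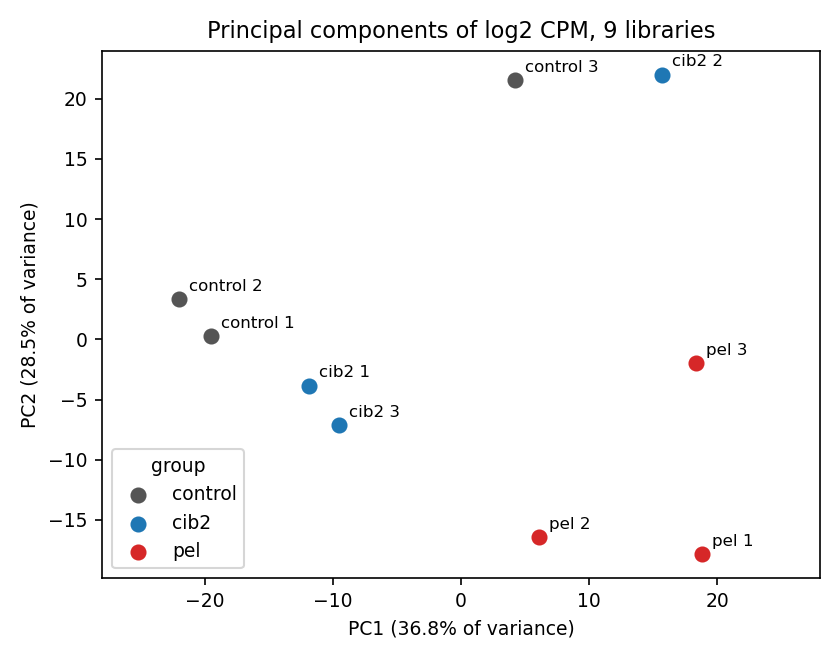
Scores of the 9 libraries on the first principal component (x axis, 36.8% of the variance) and the second (y axis, 28.5%) of log2 CPM; each point is a library, coloured by group. Control replicate 3 and cib2 replicate 2 have the highest scores on the second component, 21.6 and 22.0.

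The first comparison asked which genes of the host changed with the cib2 cluster. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 3225 genes passed an adjusted p of 0.05, and 213 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.0592, and 2 genes lay under 0.1. limma-voom also called 0 genes, whereas the DESeq2 Wald test called 29, of which 19 were higher in cib2. Without cib2 replicate 2, edgeR's test called 9 genes, all of them changed at least 2-fold. It called 0 when any of the other libraries was left out. A fit with 1 surrogate variable, chosen after seeing the data, called 40 genes. The alternative that moved the count most was limma-voom with library quality weights, also chosen after seeing the data, with 68 genes. Whether genes passed the threshold in cib2 against control thus depended on the test and on 1 library.

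The second comparison asked the same of the pel cluster. A total of 231 of 3225 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 153 higher and 78 lower in pel. Of these, 139 had changed at least 2-fold, 104 upwards and 35 downwards. The fitted log2 changes of the called genes ran from 0.56 to 3.65 for increases and from -0.50 to -2.47 for decreases, and their median size was 1.12. The unadjusted p was under 0.05 for 778 genes. The DESeq2 Wald test called 446 genes and limma-voom 205. Upper-quartile scaling gave 251 genes, of which 137 were higher and 114 lower, a more even split than the 153 and 78 under TMM. The number of calls depended on single libraries. It fell to 81 without control replicate 1, to 50 without control replicate 2 and to 59 without pel replicate 1, and it rose to 347 without control replicate 3. With any other library left out it lay between 161 and 334. The count of genes changed at least 2-fold was 70 without control replicate 1, 45 without control replicate 2, 53 without pel replicate 1 and 225 without control replicate 3. A fit with 1 surrogate variable called 615 genes. The largest count, 779, came from limma-voom with library quality weights.

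The largest increase meeting the selection rule was that of G3A49_RS05650. Its level was 196 ± 47.8 CPM in control, 610 ± 254 CPM in cib2 and 2465 ± 885 CPM in pel (mean ± SD, n = 3 each). The log2 change in pel was 3.65 (SE 0.39, edgeR adjusted p 0.00126), and it lay between 3.36 and 3.89 under the alternatives, past the threshold in all 20 of them. The next, G3A49_RS05655, stood at 82.8 ± 22.7 CPM in control, 267 ± 127 CPM in cib2 and 1032 ± 390 CPM in pel (SD, n = 3 each). Its log2 change in pel was 3.64 (SE 0.44, edgeR adjusted p 0.00291), and it too passed the threshold in all 20 alternatives. The counts behind these genes ranged from 602 to 22256 per library. The identifiers of the 2 genes follow each other, and genes with consecutive identifiers tended to change together. They may therefore not be 2 independent results. Both had higher means in cib2 than in control as well, with log2 changes of 1.64 and 1.69, but neither passed the threshold there (edgeR adjusted p 0.292 and 0.313). Without cib2 replicate 2, and in 3 further alternatives, both passed it. In pel against cib2 the log2 differences were 2.01 (edgeR adjusted p 0.0465) for G3A49_RS05650 and 1.95 (edgeR adjusted p 0.055) for G3A49_RS05655. The first of these calls was lost in 9 of the 20 alternatives, including those without control replicate 1, control replicate 2, cib2 replicate 1, cib2 replicate 2, pel replicate 1 or pel replicate 2. The second difference passed the threshold in 5 of the 20, including those without cib2 replicate 3 or pel replicate 3.

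The largest decrease meeting the selection rule was that of G3A49_RS13405, from 31.0 ± 12.5 CPM in control to 7.91 ± 3.44 CPM in pel, with 13.7 ± 2.32 CPM in cib2 (mean ± SD, n = 3 each). Its log2 change in pel was -1.96 (SE 0.37, edgeR adjusted p 0.0121). The call was lost without control replicate 1, control replicate 2, pel replicate 1 or pel replicate 3, where the adjusted p reached 0.0727 at most. G3A49_RS11150 stood at 93.2 ± 23.7 CPM in control, 42.6 ± 20.0 CPM in cib2 and 28.9 ± 1.23 CPM in pel (SD, n = 3 each). Its log2 change in pel was -1.69 (SE 0.31, edgeR adjusted p 0.0113), and the call was lost without control replicate 2 or pel replicate 1, with an adjusted p of up to 0.0637. Both genes were also lower in cib2, by log2 changes of -1.18 and -1.13, which did not pass the threshold (edgeR adjusted p 0.486 and 0.392). With library quality weights both passed it (limma adjusted p 0.0133 and 0.0313), and with the surrogate variable G3A49_RS11150 did (edgeR adjusted p 0.0469). Over all alternatives the adjusted p ranged up to 1.00 for G3A49_RS13405 and 0.959 for G3A49_RS11150.

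**Figure D2:**
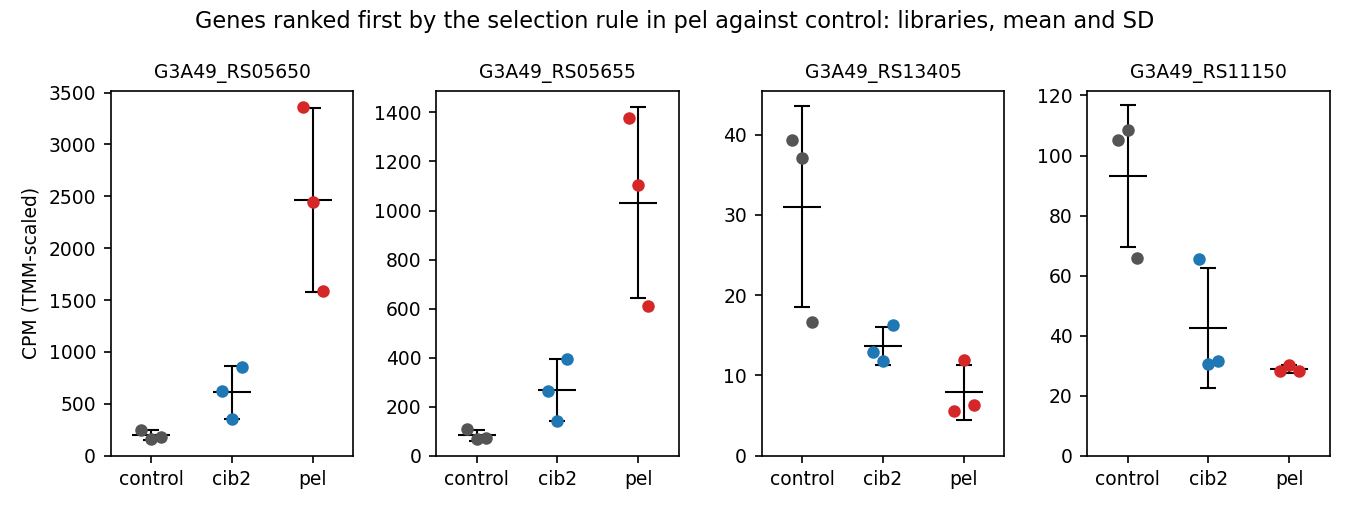
CPM (y axis, linear, from 0) by group (x axis) of the 2 genes with the largest increase and the 2 with the largest decrease in pel among those meeting the selection rule. Points are libraries, and black bars give the mean and SD of 3 libraries. The means of G3A49_RS05650 rise from 196 CPM in control to 2465 CPM in pel, and the cib2 means lie between those of control and pel in these 4 genes, as in 218 of the 231 genes called in pel against control.

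The third comparison set the clusters against each other. In edgeR's test 30 of 3225 genes passed an adjusted p of 0.05, 26 higher and 4 lower in pel, and 24 of them differed at least 2-fold. The unadjusted p was under 0.05 for 541 genes. Of the 30 genes, 25 had also been called in pel against control, all with the same sign. Both comparisons use the pel libraries, so these calls are not independent. Simulated sets with all groups unchanged gave 0 shared calls (20 sets), which does not measure the overlap that the same pel libraries give once genes are called. The cib2 mean lay between the control and pel means in 24 of the 30 genes, was the highest in 3 and was the lowest in 3. Among the 6 genes that the selection rule picks in this comparison, these numbers were 3, 2 and 1. Among the alternatives that kept all 9 libraries, the fit with 1 surrogate variable gave the largest count, 281 genes. The DESeq2 Wald test called 176, and the replicate number as a block gave the smallest count, 4. The count also depended on single libraries. It was 1 without cib2 replicate 1, 1 without pel replicate 1, 5 without control replicate 2, and 11 without control replicate 1 or without cib2 replicate 2. Without control replicate 3 it was 48, and with any other library left out it lay between 22 and 40. Of genes differing at least 2-fold there was 1 without cib2 replicate 1 and 1 without pel replicate 1. There were 5 without control replicate 2, 11 without control replicate 1 or without cib2 replicate 2, and 39 without cib2 replicate 3. Upper-quartile scaling and a fit to only the groups compared gave 11 each.

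The changes seen with the clusters were then compared across genes. Spearman's rho between the log2 changes of cib2 against control and pel against control was 0.59 over the 3225 tested genes, which are not independent. Both changes are measured against the same control libraries. Simulated libraries with cib2 and pel unchanged and genes varying independently gave a rho of 0.451 to 0.511 (20 sets, median 0.486). When the simulation also carried the main axis of variation within groups, with its library scores redrawn, the range was 0.0154 to 0.65, and 3 of 20 sets gave as high a value. With cib2 alone unchanged and pel changed as fitted, rho was at most 0.279 with independent genes and at most 0.468 with the axis (20 sets each). The observed rho thus lay within the range of 1 of these 4 kinds of simulated sets and above the others. Without cib2 replicate 2 it was 0.45, and without control replicate 3 it was 0.70. Of the 231 genes called in pel, 220 (95.2%) changed in the same direction in cib2 and 229 changed less there. These genes were selected for their change in pel, which by itself favours a larger value in pel. For the 153 genes higher in pel, the median log2 change was 1.28 in pel and 0.39 in cib2. For the 78 lower genes it was -0.93 in pel and -0.37 in cib2. With cib2 unchanged, the same-sign share was at most 69.6% in simulated sets with independent genes and at most 76.6% in sets with the shared axis. These 20 sets of each kind never reached the observed share. They took the fitted pel changes, noise included, as true changes. Chance deviations of the shared controls then weigh less in which genes are called. The sets therefore cannot tell how much of the observed share comes from the shared controls, and the same limit holds for their rho.

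**Figure D3:**
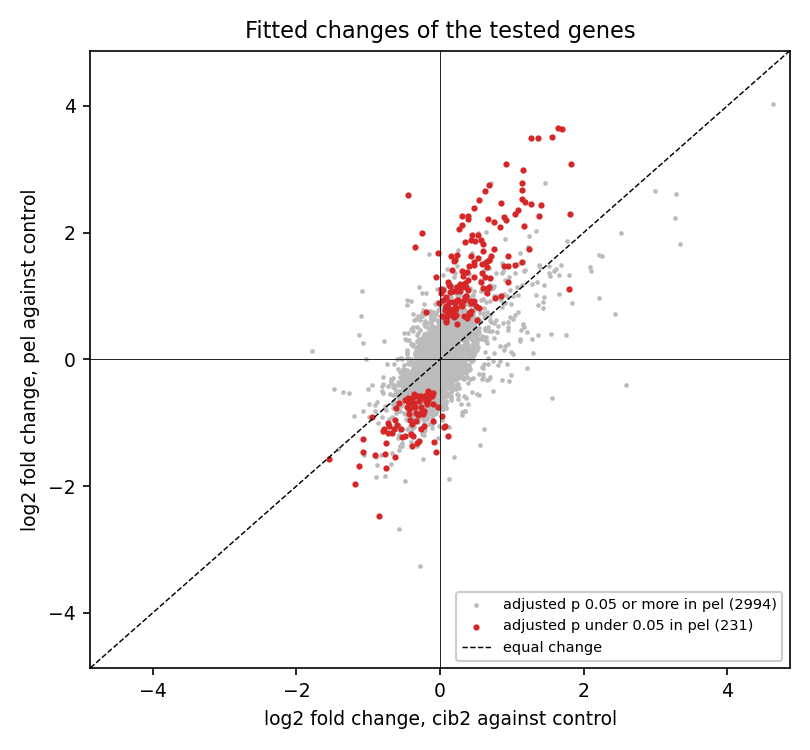
Fitted log2 fold change of each of the 3225 tested genes in cib2 against control (x axis) and in pel against control (y axis); red points are the 231 genes with an adjusted p under 0.05 in pel, and the dashed line marks equal change. Of the red points, 229 have a smaller change in cib2 than in pel.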

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

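The fits with 1 surrogate variable and with library quality weights were chosen after seeing the data, and the other alternatives had been fixed earlier.

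Scaling and filtering moved little, with upper-quartile scaling of pel against cib2 as the exception. DESeq2's size factors within edgeR, no filter, the 10 CPM filter, limma-voom and removal of the 10 most abundant rows each kept all 6 counts of called genes within 1.5 times the values of the planned test. With upper-quartile scaling, pel against cib2 had 11 genes past the threshold, all 11 of them at least 2-fold, against 30 and 24. All 11 were among the 30. In pel against control that scaling kept 215 of the 231 genes, and the share of higher genes was 54.6% against 66.2%. The median log2 change of all genes in pel against control was -0.01 with TMM and -0.08 with upper-quartile scaling, the larger shift of the scalings tried. A fit to only the groups compared also gave 11 genes for pel against cib2, all at least 2-fold.

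The choice of test moved the counts more. The DESeq2 Wald test called 29 genes for cib2 against control (17 at least 2-fold), 446 for pel against control (191 at least 2-fold) and 176 for pel against cib2 (79 at least 2-fold). The surrogate variable gave 40 genes for cib2 (22 at least 2-fold), 615 for pel against control (203 at least 2-fold) and 281 for pel against cib2 (89 at least 2-fold). Library quality weights gave 68 (29 at least 2-fold), 779 (297 at least 2-fold) and 270 (103 at least 2-fold). For pel against control the planned test had 231 genes, 139 of them at least 2-fold, so the 2-fold count stayed within 1.5 times with DESeq2 and with the surrogate variable. In each of these fits all 231 genes of pel against control and all 30 of pel against cib2 were called again. The cause of the difference between DESeq2 and edgeR was not tested. DESeq2 gave no adjusted p for 10 genes in each comparison.

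Leaving out 1 library gave 0 to 9 genes for cib2 against control (0 to 9 at least 2-fold), 50 to 347 for pel against control (45 to 225 at least 2-fold) and 1 to 48 for pel against cib2 (1 to 39 at least 2-fold). For cib2 against control the 9 genes came without cib2 replicate 2. For pel against control the count was 81 (70 at least 2-fold) without control replicate 1, 50 (45) without control replicate 2, 59 (53) without pel replicate 1 and 347 (225) without control replicate 3. For pel against cib2 it was 1 without cib2 replicate 1 or pel replicate 1, 5 without control replicate 2, 11 without control replicate 1 or cib2 replicate 2, 48 without control replicate 3 and 40 without cib2 replicate 3 (39 at least 2-fold). A group left with 2 libraries has less power by construction. Removing control replicate 3 raised the counts of both pel comparisons, and removing cib2 replicate 2 raised those of both comparisons with the control, although fewer libraries remained. The correlation between the 2 cluster effects ranged from 0.45 to 0.70 when 1 library was left out. It was 0.575 with the surrogate variable and 0.600 with quality weights, and under the other alternatives fixed beforehand it moved by less than 0.0117, the SD over redrawn libraries.

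The replicate numbers did not pair the libraries. Of 9 pairs with the same number in different groups, 3 had deviations from their group means that correlated above 0.1, and the values ran from -0.529 to 0.436. With the replicate block, 128 genes were called for pel against control, 125 of them among the 231, 4 for pel against cib2 (4 at least 2-fold), and 0 for cib2 against control.

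All 4 named genes kept their direction in all 3 comparisons under every alternative. The planned gene set tests and their alternatives were not run, because no identifier matched a gene name, and rows of ribosomal RNA were not removed. In simulated libraries of this size the test found 100% of 4-fold and 53% of 2-fold changes for cib2 against control, when genes varied independently.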

Other observations

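Tests on adjacent rows, on rows at 0, on the surrogate variable, on the variance of the main axis and on the spread within the window were chosen after the results they bear on had been seen; the others were set down before.

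Other splits of the cultures were compared with the real one. For pel against control, 1 of the 10 splits of the 6 libraries, the real one, gave 231 calls or more, and the other 9 gave 0. For pel against cib2, again 1 of 10 gave 30 or more, and the others gave at most 1. The counts of genes changed at least 2-fold behaved alike, with 1 of 10 in each. For cib2 against control all 10 of 10 splits gave 0 calls in edgeR, also at 2-fold. Since the real split itself had 0 calls, no split could give fewer, and this count cannot decide about chance. The real split had 213 genes at an unadjusted p under 0.05, and DESeq2 called 29. In the comparisons with pel, chance cannot be excluded at 0.05 with 10 splits. In a test of any difference among the 3 groups, 145 genes passed an adjusted p of 0.05 in edgeR, and 2 of 100 regroupings of the 9 libraries, the real one included, gave as many. The other of these kept the pel libraries together and put control replicate 3 with cib2 replicates 1 and 2, giving 158 genes. At 2 of 100, chance is unlikely but not excluded for a difference among the 3 groups as a whole. This test does not separate control from cib2. For the correlation between the cib2 and pel effects, 25 of 100 regroupings gave as high a value, so chance is not excluded there.

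Control replicate 3 and cib2 replicate 2 deviated from their groups in the same genes. The correlation of their deviations was 0.671 across genes, the highest of the 27 pairs of libraries from different groups, and 20 simulated sets with independent genes gave at most 0.0398. The first axis of the deviations held 53.4% of the variance within groups, against at most 18.8% in the simulated sets. Library depth is argued against, since thinning all libraries to the smallest total left a correlation of 0.673. A few dominant genes are argued against by 0.667 without the 100 most abundant rows. Noise of low counts is argued against by 0.85 among genes above the median abundance. A swap of labels between these libraries is argued against as the source, since it would make their deviations opposite, not alike. Exchanging their labels raised the coefficient of variation from 25.9% to 27.2%. Over 100 genes picked from the other control and cib2 libraries, 8 of them past an adjusted p of 0.05 in edgeR, cib2 replicate 2 differed from control replicate 3 in the direction of the labels in 91, by a median of 0.551 on the log2 scale (bootstrap interval over genes 0.467 to 0.633). This sets 1 library against 1, and its interval carries no spread between libraries, so a wrong group label on 1 of them stays open. Exchanging either of them with another library of the other group put the similar libraries into one group and lowered the coefficient to between 24.1% and 24.6%. With control replicate 3 and cib2 replicate 3 exchanged, the test among the 3 groups gave 158 genes, against 145 as labelled. Such an exchange with another library was not excluded by these tests. An unlabelled batch or a difference in growth state between cultures may be the source. The labels give no batch, so these cannot be told apart here. GC content and gene length were not tested, as no sequence was used.

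The shared axis is a candidate explanation for the absence of calls in cib2 against control. A fit with 1 surrogate variable called 40 genes. In 20 simulated sets that carried the axis and no cib2 effect, the same fit called at most 4. In these sets the axis scores were shuffled over all 9 libraries. In the data they balance out within each group, so the sets are not a like comparison. A modest cib2 effect hidden by the spread along that axis is a possible reading. The fit without the variable had a median of 0 calls in these sets, but 593 in 1 of them, so the axis alone can also produce calls. A hidden cib2 effect remains a hypothesis, since the variable was estimated from the same libraries.

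Genes changed in pel may also change, less strongly, in cib2. The same-sign share of 95.2% lay above all simulated sets with an unchanged cib2 group, but such simulations rest on an assumed model. They also took the fitted pel changes as true, which weakens the influence of the shared controls, so they do not decide. A stricter test picked genes from pel against 2 control libraries and read cib2 against the control left out. The same-sign share was 90.1% with control replicate 1 held out (81 genes) and 98% with control replicate 2 held out (50 genes). It was 51.0% with control replicate 3 held out (347 genes). A common response and the influence of control replicate 3 cannot be told apart with 3 controls.

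Genes with consecutive identifiers changed together in pel. The log2 changes of adjacent rows correlated at 0.487, against at most 0.0543 in 1000 shuffles. Between control replicates 1 and 2 the same correlation was 0.0873, and between control replicates 1 and 3 it was 0.349, so it is not specific to pel. Called genes formed runs of up to 8 rows, against at most 5 in shuffles, and 55 of the 231 lay in runs of 3 or more, against at most 12. Reads counted for both of a pair of overlapping genes are argued against as the whole cause by the correlation of 0.264 between rows 3 apart, against at most 0.0597 in shuffles. Co-transcription of neighbouring genes is a candidate explanation that was not tested, as strand and position were not used. Among windows of 50 consecutive rows the highest median log2 change in pel was 1.01, and the lowest median of any window was -0.68, against a size of at most 0.393 in 100 shuffles. Of the 45 tested rows of the raised window, 40 were higher in pel. The library medians, relative to the control mean, were 1.01 to 1.08 in pel, 0.10 to 0.67 in cib2 and -0.21 to 0.21 in control. A single copy-number factor for the whole window is argued against. The interquartile range of the changes in the window was 1.99 (bootstrap interval 0.900 to 2.44), against 0.624 over all tested genes. The window was picked for its median, so its edges need not be those of a segment. A single factor on a part of it, beside unchanged genes, could also give a wide range. A copy-number change of a shorter segment, or one together with regulation, stays open, as no DNA was measured.

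A total of 361 of the 3707 rows (9.74%) had 0 counts in all 9 libraries. A count of 0 in 82453528 allows up to 0.0364 CPM. Insufficient depth is argued against, since 15 rows had between 1 and 5 counts. The rows were not scattered by chance, since the longest run in the table's order was 37 rows, against at most 6 in 1000 shuffles, and 262 of the rows (72.6%) lay in 20 runs of 5 or more. Such runs could be segments of the reference that this strain lacks, or repeated segments whose reads the counting left out. The table holds nothing that separates these, and the genome of the strain was not used here.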
